# Honey bee Royalactin unlocks conserved pluripotency pathway in mammals

**DOI:** 10.1038/s41467-018-06256-4

**Published:** 2018-12-04

**Authors:** Derrick C. Wan, Stefanie L. Morgan, Andrew L. Spencley, Natasha Mariano, Erin Y. Chang, Gautam Shankar, Yunhai Luo, Ted H. Li, Dana Huh, Star K. Huynh, Jasmine M. Garcia, Cole M. Dovey, Jennifer Lumb, Ling Liu, Katharine V. Brown, Abel Bermudez, Richard Luong, Hong Zeng, Victoria L. Mascetti, Sharon J. Pitteri, Jordon Wang, Hua Tu, Marco Quarta, Vittorio Sebastiano, Roel Nusse, Thomas A. Rando, Jan E. Carette, J. Fernando Bazan, Kevin C. Wang

## Abstract

Royal jelly is the queen-maker for the honey bee *Apis mellifera*, and has cross-species effects on longevity, fertility, and regeneration in mammals. Despite this knowledge, how royal jelly or its components exert their myriad effects has remained poorly understood. Using mouse embryonic stem cells as a platform, here we report that through its major protein component Royalactin, royal jelly can maintain pluripotency by activating a ground-state pluripotency-like gene network. We further identify Regina, a mammalian structural analog of Royalactin that also induces a naive-like state in mouse embryonic stem cells. This reveals an important innate program for stem cell self-renewal with broad implications in understanding the molecular regulation of stem cell fate across species.

## Abstract (web summary)

Royal jelly is the queen-maker for the honey bee that also has effects on longevity, fertility, and regeneration in mammals. Here the authors provide evidence that its major protein component Royalactin, and the mammalian structural analog Regina, maintain pluripotency in mouse ESCs by activating a ground-state pluripotency-like gene network.

## Introduction

The regulation of self-renewal and differentiation potential in mouse embryonic stem cells (mESCs) occurs through complex transcriptional networks orchestrated by conserved transcription factors^1,2^. Although differences exist in the specific signaling pathways that control self-renewal and lineage development, culture conditions that allow for derivation and maintenance of stem cells have been identified^3–8^. In particular, use of two small molecule inhibitors targeting MAPK/ERK Kinase (Mek) and glycogen synthase kinase-3 (GSK3) in addition to Leukemia inhibitory factor (LIF) in serum-free media permitted derivation of germline-competent ESCs that resemble the mature mouse inner cell mass (ICM)^9^. However, recent findings suggest that prolonged Mek1/2 suppression may have detrimental effects on the epigenetic and genetic integrity of mESCs, effectively limiting their developmental potential^10,11^. As such, additional methods of maintaining mESCs in an ICM state are required.

Though best-known as an epigenetic driver of queen development in *A. mellifera*^12^, the functional component of royal jelly, Major Royal Jelly Protein 1 (MRJP1, also known as Royalactin), has been shown to modulate biological function in a broad range of species^12–15^. Indeed, conservation of increased growth stimulation and cellular proliferation phenotypes in response to MRJP1 has been observed in murine hepatocytes^16–18^. While this indicates a functionally important role for this royal jelly protein in regulating cell state and fate, the full scope of its effects has not yet been well characterized^19^.

In this study, we identify Royalactin as a potent activator of a pluripotency gene network through modulation of chromatin accessibility, that maintains mESC self-renewal in the absence of LIF. Royalactin cultured cells also occupy a more naive ground state capable of generating chimeric animals with germline transmission. Finally, we identify a mammalian structural analog of Royalactin possessing similar functional capacity, uncovering a molecular conservation that supports distinct evolutionary processes.

## Results

### Royalactin maintains mESC self-renewal and pluripotency

As mESCs provide a powerful model with which to study cellular regulation through pluripotency and differentiation programs, we first employed this model to dissect Royalactin’s mechanisms of action on mammalian cells. Upon LIF withdrawal (serum/–LIF), mESCs previously cultured in serum/+LIF media readily demonstrated a differentiated morphology as expected (Fig. 1a). Surprisingly, addition of Royalactin in the absence of LIF (serum/–LIF + Royalactin) for multiple passages resulted in dose-dependent formation of undifferentiated colonies that demonstrated similar morphology to those grown in the presence of LIF (Fig. 1a, Supplementary Figure 1a). Gene expression profiles of the cells grown in serum/–LIF + Royalactin further demonstrated a high degree of similarity relative to those cultured in the presence of LIF (Fig. 1b, Supplementary Figure 1b).

**Fig. 1:**
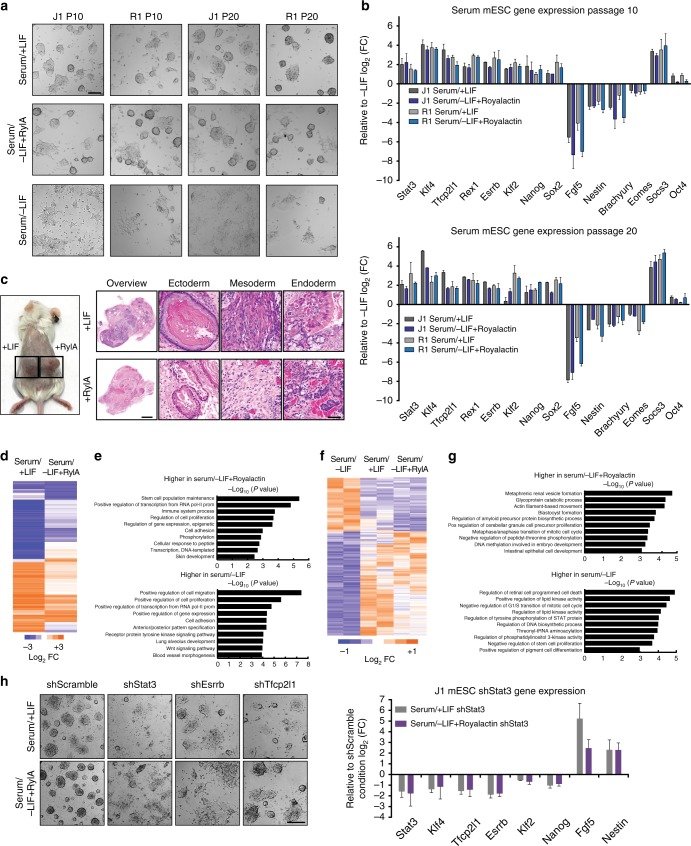
Royalactin maintains stemness in murine embryonic stem cells. **a** Representative images of J1 and R1 mESCs cultured in serum/+LIF, serum/−LIF, or serum/−LIF + Royalactin for 10 and 20 passages. After LIF withdrawal, mESCs rapidly differentiated, whereas cells cultured with Royalactin supported self-renewal with negligible differentiation. Scale bar, 200 μm. **b** Quantitative expression of pluripotency and differentiation-associated genes from **a**. Data are means ± SD (*n* = 2). **c** Mice bearing mESC-derived teratomas from J1 mESCs cultured three passages in +LIF and −LIF + Royalactin demonstrated retained pluripotency, and on high magnification (400×) produced differentiated ectodermal, mesodermal, and endodermal tissues. Scale bar, 80 μm. **d** RNA-seq log2-fold change values in transcript level of all genes in serum/+LIF or serum/–LIF + Royalactin J1 mESCs (passage 10) relative to serum/–LIF. **e** GO term analysis of differentially expressed genes from **d**. **f** ATAC-seq activity in J1 mESCs at passage 10. Each column is a sample, each row is an element. Samples and elements are organized by unsupervised k-means clustering. **g** GO term analysis of differentially accessible regions from **f**. **h** Representative images of Stat3, Esrrb, and Tfcp2l1 knockdown in J1 mESCs with serum/+LIF and serum/−LIF + Royalactin conditions and qPCR analysis of pluripotency and differentiation-associated genes from the same cells. Data are means ± SD (*n* = 2). Scale bar, 200 μm. RylA Royalactin

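For the log2 fold changes of Fig. 1d, 2285 of the tested genes had group means of the normalized count (+ 1) that differed at least 2-fold between serum/-LIF + Royalactin and serum/-LIF J1 mESCs, 974 higher and 1311 lower with Royalactin. At least 4-fold differences were seen for 599 genes. No test enters these numbers, and with each library left out in turn the 2-fold number ranged from 2458 to 3612. The balance was not stable, with 2043 genes higher and 1569 lower without serum/-LIF replicate 1, and 2320 higher and 2423 lower over all genes with a value above 0. Both Royalactin libraries lay on the same side of both serum/-LIF libraries for 38.6% of tested genes, against 33.3% for chance alone.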

Having observed a robust stemness-maintenance effect of Royalactin in vitro, we next examined whether mESCs treated with Royalactin in serum/–LIF retain embryonic identity and developmental potential in vivo. Indeed, mESCs grown in serum/–LIF + Royalactin were grafted subcutaneously and gave rise within 6 weeks to large multi-differentiated teratomas (Fig. 1c). Collectively, these results indicate that Royalactin can functionally maintain self-renewal and pluripotency in mESCs.

### Royalactin modulates chromatin and pluripotent networks

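RNA-seq of J1 mESCs, a mouse embryonic stem cell line that depends on LIF in serum, was analysed in 4 libraries, of which 2 came from serum/-LIF cultures and 2 from serum/-LIF + Royalactin cultures. Royalactin was added at 0.5 mg/ml. The paper gives passage 10 for these cells and the sample labels give passage 40. Serum/+LIF libraries were not analysed here. Ribosomal RNA was depleted, and the reads were aligned to the mouse genome (mm9) with Tophat, counted per gene with HTSeq-count and divided by one DESeq size factor per library by the authors. The deposited table holds these normalized counts for 23366 gene symbols. In every library 100% of the values were whole multiples of a single step, which is what 1 read is worth after normalization. From these steps, 14763153 and 14737796 reads were counted on genes in the serum/-LIF replicates 1 and 2, and 17112747 and 17597818 in the serum/-LIF + Royalactin replicates 1 and 2. The 45S ribosomal RNA precursor, Rn45s, took 46.6% and 21.6% of these reads in the serum/-LIF replicates and 38.4% and 9.08% in the serum/-LIF + Royalactin replicates. For a gene without reads a floor of 3 reads was used, and this floor covers counting error only, because reads copied by PCR are not separate molecules.

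The normalized counts were used as deposited, as log2(normalized count + 1), for the 12993 genes with a mean normalized count of at least 10 over the 4 libraries. Fold changes are on this scale, which understates the change of weakly expressed genes. Differences were tested with limma, with a trend of the variance on expression and Benjamini-Hochberg adjustment. Across genes, the Pearson correlation of these values was 0.876 between the serum/-LIF replicates and 0.929 between the serum/-LIF + Royalactin replicates, against 0.844 to 0.902 between libraries of different conditions. The median absolute log2 difference across genes was 0.57 between the serum/-LIF replicates, 0.39 between the serum/-LIF + Royalactin replicates and 0.40 between the means of the conditions. Means vary less than single libraries, so the last value cannot be set directly against the others. Deviations of same-numbered replicates from their group means had a Pearson correlation of 0.0851 across genes, and the tests were also run with the replicate number as a block. That fit has 1 residual degree of freedom per gene and took its estimate of the spread entirely from the trend across genes, so its p-values hold no spread of the single gene.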

In the interest of understanding Royalactin’s effects on the transcriptome, RNA-seq analyses of serum/+LIF, serum/–LIF, and serum/–LIF + Royalactin cells were conducted. These analyses revealed a strong enrichment for canonical pluripotency genes and a suppression of lineage-specific genes in serum/–LIF + Royalactin cells at levels similar to those in mESCs cultured in serum/+ LIF (Fig. 1d). 

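Of the 35 canonical pluripotency genes listed before the data were examined, 32 had higher normalized counts in serum/-LIF + Royalactin than in serum/-LIF, with a median log2 fold change of 1.62 (limma camera, Benjamini-Hochberg adjusted p = 5.84e-32 over 13 gene sets, and 2.92e-50 with the replicate block). This median lay at percentile 100 of 10000 random gene lists of the same size matched on expression. Klf4 (chromosome 4, 55540013 to 55545347 of mm9) rose from 24.7 ± 8.58 to 381 ± 147 normalized counts (SD, n = 2), a log2 fold change of 3.88 (standard error 0.58, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00787, and 6.97e-08 with the replicate block). Zfp42, the gene for Rex1 (chromosome 8, 44380422 to 44392363), rose from 597 ± 151 to 2900 ± 253 normalized counts (SD, n = 2). Its log2 fold change was 2.30 (limma adjusted p = 0.00371, Benjamini-Hochberg, and 2.58e-12 with the block). Sox2 (chromosome 3, 34548927 to 34551383) rose from 1360 ± 81.2 to 3930 ± 640 normalized counts (SD, n = 2) with a log2 fold change of 1.52 (limma adjusted p = 0.0368, Benjamini-Hochberg, and 7.81e-06 with the block). Klf2 had a log2 fold change of 2.16 (limma adjusted p = 0.0596, Benjamini-Hochberg, and 6.22e-06 with the replicate block). Socs3 and Klf5 had log2 fold changes of 1.41 and 1.47, neither past the threshold in limma after Benjamini-Hochberg adjustment (adjusted p = 0.389 for both, and 0.208 and 0.0917 with the block). Pou5f1, the gene for Oct4, did not differ by more than its replicates, with 5200 ± 291 and 6300 ± 1640 normalized counts (SD, n = 2) in serum/-LIF and serum/-LIF + Royalactin (limma adjusted p = 0.854, Benjamini-Hochberg, and 0.779 with the block). In 75-base tiles of their exons, 56.8% of those of Zfp42, 24.4% of those of Klf4 and 18.7% of those of Pou5f1 also matched another place in the genome with up to 2 mismatches, so the counts of these genes are uncertain.

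The 4 differentiation genes named in the paper all had lower means with Royalactin, with a median log2 fold change of -1.50 (limma camera, Benjamini-Hochberg adjusted p = 0.000224, and 2.39e-05 with the replicate block). Fgf5 (chromosome 5, 98683203 to 98706049) fell from 406 ± 37.4 to 79.1 ± 16.6 normalized counts (SD, n = 2), a log2 fold change of -2.36 (standard error 0.45, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0356, and 0.000125 with the block). Nes, the gene for Nestin (chromosome 3, 87775000 to 87784373), fell from 1290 ± 276 to 330 ± 5.91 normalized counts (SD, n = 2). Its log2 fold change was -1.95 (limma adjusted p = 0.0166, Benjamini-Hochberg, and 5.9e-07 with the block). For T, the gene for Brachyury, between 10 and 39 reads were counted per library, and its log2 fold change of -1.05 was within the replicate spread (limma adjusted p = 0.837, Benjamini-Hochberg, and 0.809 with the block). The same held for Eomes, with a log2 fold change of -0.41 (limma adjusted p = 0.874, Benjamini-Hochberg, and 0.855 with the block). Among wider lists of lineage genes, the median log2 fold change was -0.76 for 12 mesoderm genes (limma camera, Benjamini-Hochberg adjusted p = 0.0128, and 0.000737 with the replicate block), -0.35 for 12 ectoderm genes (adjusted p = 0.0503, and 0.00304 with the block) and -0.27 for 15 endoderm genes (adjusted p = 0.657, and 0.677 with the block). The mesoderm medians relative to the serum/-LIF mean were -0.13 and -1.50 in the Royalactin replicates 1 and 2. They were -0.12 and 0.12 in the serum/-LIF replicates 1 and 2. For ectoderm they were 0.10 and -0.51 with Royalactin, and 0.05 and -0.05 in serum/-LIF. Both set medians thus fell mainly in Royalactin replicate 2. Within the mesoderm list the largest fall was that of Tagln and the largest rise that of Kdr, which had a log2 fold change of 4.13 (limma adjusted p = 0.547, Benjamini-Hochberg, and 0.468 with the block). Of the 16 genes named in the paper, 7 passed an adjusted p of 0.05 over all tested genes, 12 over these genes alone and 10 with the replicate block. Without the trend of the variance none of the 16 did. From the expression in serum/-LIF + Royalactin cells, the paper states that canonical pluripotency genes were enriched and lineage-specific genes suppressed, at levels similar to serum/+LIF (Fig. 1d).

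**Figure D1:**
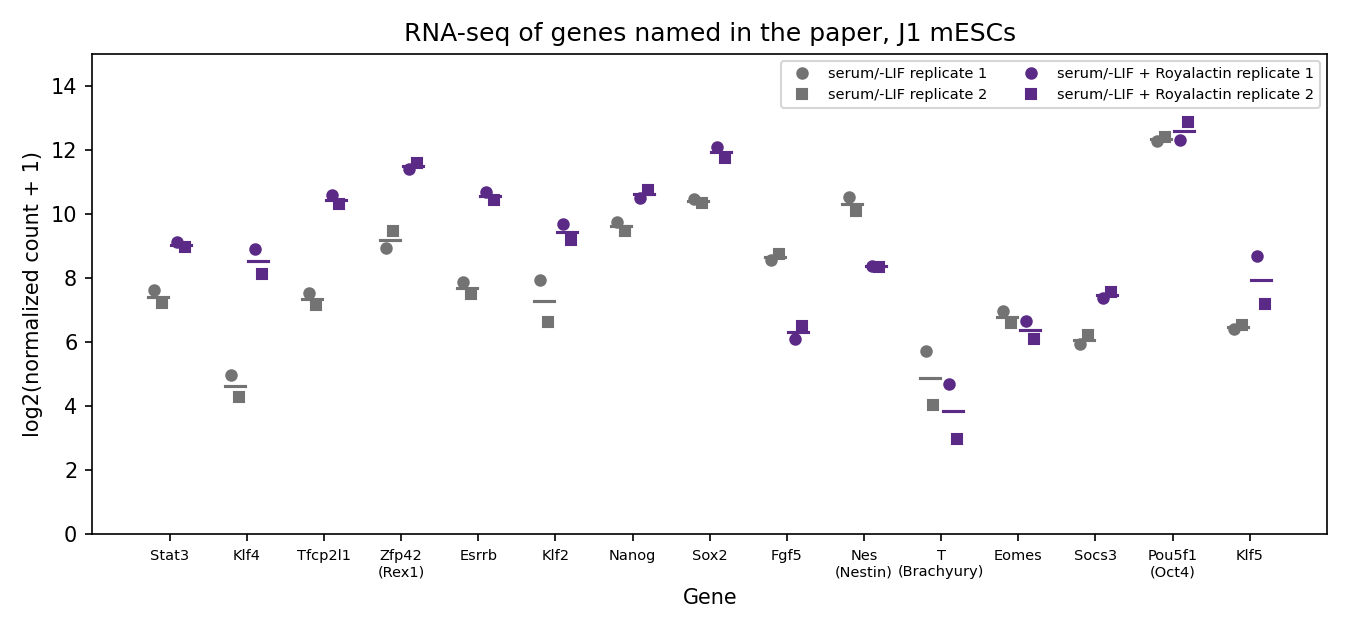
The log2(normalized count + 1) of 15 genes named in the paper is plotted for each of the 2 serum/-LIF libraries (grey) and the 2 serum/-LIF + Royalactin libraries (purple), with circles for replicate 1, squares for replicate 2 and bars for group means. Both Royalactin libraries lie above both serum/-LIF libraries for Klf4 and below them for Fgf5, while the values of T overlap.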

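Of the 12993 genes tested, 64 differed between serum/-LIF + Royalactin and serum/-LIF with an adjusted p-value under 0.05 in limma after Benjamini-Hochberg adjustment, 43 of them higher and 21 lower with Royalactin. With the replicate number as a block the number was 391 (222 higher and 169 lower), which included all 64. Without the trend of the variance on expression no gene passed. The largest rise was that of Gm7325 (chromosome 17, 45737916 to 45739051 of mm9), with 0 reads in both serum/-LIF libraries and 183 and 277 reads in the serum/-LIF + Royalactin libraries, at least 46.7-fold higher than the floor of 3 reads (limma adjusted p = 0.021, Benjamini-Hochberg, and 0.000169 with the block). That floor covers counting error only, so the true ratio may be smaller. After Klf4, the next were Tcl1 (chromosome 12, 106454967 to 106460947) with a log2 fold change of 3.81, Dusp27 (chromosome 1, 168028284 to 168058029) with 3.45, and Nr5a2 (chromosome 1, 138740161 to 138857004) with 3.22. The means of Nr5a2 were 70.7 ± 7.79 and 674 ± 130 normalized counts (SD, n = 2), whereas Dusp27 was uneven in serum/-LIF, at 59.1 ± 60.2 (SD, n = 2).

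The largest falls were those of Samd4 (chromosome 14, 47502529 to 47725492) with a log2 fold change of -3.84, Ppp4r4 (chromosome 12, 104770775 to 104852042) with -3.62, Tagln (chromosome 9, 45737711 to 45744141), Thbs1 (chromosome 2, 117937612 to 117952869) with -3.41 and Cyr61 (chromosome 3, 145309935 to 145312949) with -3.08. Tagln fell from 2210 ± 444 to 187 ± 74.1 normalized counts (SD, n = 2; limma adjusted p = 0.00184, Benjamini-Hochberg, and 5.68e-24 with the block). Its exons overlap those of Pcsk7 on the opposite strand, and whether the counting used the strand is not stated in the paper's text. Samd4 and Dusp27 were close to the threshold, with limma adjusted p-values of 0.0482 and 0.0441 after Benjamini-Hochberg adjustment, and 0.000129 and 2e-08 with the block. GO terms were not recomputed here.

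**Figure D2:**
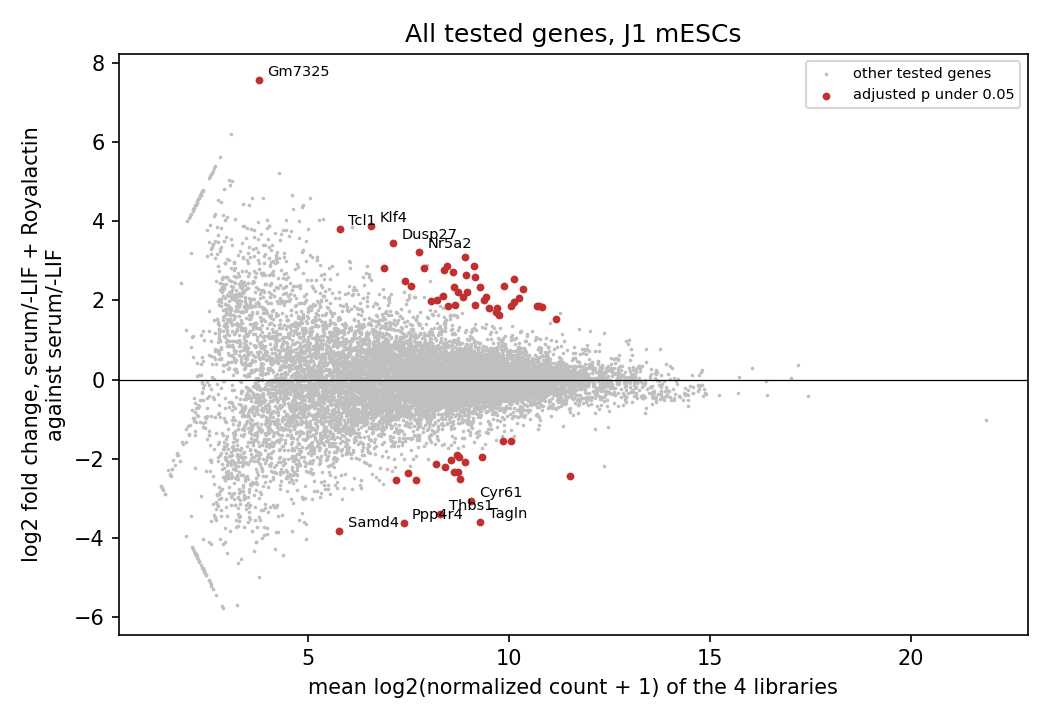
Each point is 1 of the 12993 tested genes, with the mean log2(normalized count + 1) of the 4 libraries on the x axis and the log2 fold change of serum/-LIF + Royalactin against serum/-LIF on the y axis. The 64 genes with an adjusted p-value under 0.05 (red) all have mean normalized counts of at least 93.7, and the 5 largest rises and 5 largest falls among them are named.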

Gene Ontology (GO) term analysis of all genes differentially expressed in the presence of Royalactin revealed strong enrichment for genes involved with proliferation and stemness in the upregulated gene set, and an overrepresentation of developmental processes in the downregulated gene set (Fig. 1e). Similarly, analysis of chromatin accessibility using the assay for transposase-accessible chromatin using sequencing (ATAC-seq)^20^ of mESCs cultured in serum/–LIF + Royalactin and serum/+LIF conditions revealed similar patterns of increases in ATAC-seq signal relative to mESCs grown in serum/–LIF conditions (Fig. 1f), specifically at promoters (TSS; 14234 total peaks with 7373 gaining accessibility and 6861 losing accessibility; Supplementary Figure 1c), traditional enhancers (TE; 5356 total peaks with 2571 gaining accessibility and 2785 losing accessibility; Supplementary Figure 1d), and super enhancer regions (SEs; 127 of 231 elements gaining accessibility; Supplementary Figure 1e). As expected, high correlation was observed between ATAC-seq changes and RNA-seq experiments (Supplementary Figure 1c–e), with functional annotation revealing that the ATAC-seq changes were located near genes associated with pluripotency, metabolism, and differentiation (Fig. 1g). Furthermore, motif enrichment analysis revealed that TFs such as KLF5, KLF4, and SOX2 bound at high frequency to the Royalactin-upregulated SE constituents (Supplementary Figure 1f). Collectively, this suggested that regulatory regions are sensitive to Royalactin culture conditions and cause subsequent changes in gene expression.

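In serum/-LIF + Royalactin, Tfcp2l1 (chromosome 1, 120524522 to 120581744 of mm9) rose from 164 ± 29.5 to 1410 ± 210 normalized counts (SD, n = 2), a log2 fold change of 3.10 (standard error 0.35, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00273, and 1.83e-15 with the replicate block). Esrrb (chromosome 12, 87702067 to 87862578) rose from 207 ± 36.5 to 1520 ± 177 normalized counts (SD, n = 2), a log2 fold change of 2.87 (standard error 0.33, limma adjusted p = 0.00273, Benjamini-Hochberg, and 2.31e-14 with the block). Stat3 (chromosome 11, 100746412 to 100800854) rose from 173 ± 31.9 to 527 ± 38 normalized counts (SD, n = 2). Its log2 fold change of 1.62 was not past the threshold over all genes (limma adjusted p = 0.107, Benjamini-Hochberg) and was past it with the replicate block (adjusted p = 0.00381). Stat3 exons overlap those of Stat5a on the opposite strand. Nanog (chromosome 6, 122657507 to 122664651) rose from 787 ± 101 to 1600 ± 192 normalized counts (SD, n = 2), the smallest change of these genes, with a log2 fold change of 1.02 (limma adjusted p = 0.219, Benjamini-Hochberg, and 0.0243 with the replicate block). Of the 75-base tiles of Nanog exons, 36.4% also matched another place in the genome with up to 2 mismatches. For each of these 4 genes, both Royalactin libraries were above both serum/-LIF libraries.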

In order to gain a molecular understanding of patterns of gene expression and identify candidate regulators of pluripotency in response to Royalactin, a transcriptional network analysis was performed that identified *Stat3*, *Tfcp2l1*, *Esrrb*, and *Nanog* as the most significant nodes (Supplementary Figure 1g). Subsequent experimentation revealed a dose-dependent effect for Royalactin in stimulating phospho-*Stat3* activation concomitant with other pluripotency factors (Supplementary Figure 1h), which was sustained after 10 and 20 passages (Supplementary Figure 1i). In addition, knockdown of these transcription factors greatly diminished the mESC response to Royalactin, with the most significant effects being observed following Stat3 knockdown (Fig. 1h). As these findings suggested that Royalactin triggers activation of a Stat3-driven LIF-independent pathway on mESC self-renewal, further analysis of gene expression profiles from serum/+LIF and serum/–LIF + Royalactin mESCs were compared to identify 519 genes that are specifically activated in response to Royalactin (Supplementary Figure 1j). GO term analysis showed enrichment of metabolic and biosynthetic processes (Supplementary Figure 1k), reminiscent of mESCs cultured without serum in the presence of inhibitors targeting mitogen-activated protein kinase kinase and GSK3 (2i)^21^. Global expression profiles from serum/–LIF + Royalactin and 2i-cultured cells also clustered together by principal component analysis away from serum/+LIF-cultured cells (Supplementary Figure 1l). GO term enrichment analysis found that genes involved in basic metabolism, transcription, and development were responsible for this separation (Supplementary Figure 1m). Collectively, this suggested that Royalactin may be driving ground-state pluripotency in mESCs.

### Royalactin treated mESCs mimic ground-state pluripotency

We next sought to test the hypothesis that Royalactin was driving a ground-state-like pluripotency state in mESCs. As expected, mESCs cultured in 2i + LIF media maintained pluripotency and sustained expression of a Rex1 GFP pluripotency marker^22^, while those in 2i base media without inhibitors (0i) readily differentiated (Fig. 2a, b, Supplementary Figure 2). Remarkably, addition of Royalactin in the absence of inhibitors (0i + Royalactin) for multiple passages maintained undifferentiated GFP positive colonies with similar gene expression profiles to 2i + LIF cultured cells (Fig. 2a, b, Supplementary Figure 2). In addition, injection of 0i + Royalactin cultured cells into mouse blastocysts generated chimeric animals with germline transmission, highlighting the robust effects of this protein in vivo (Fig. 2c, Supplementary Table 1).

**Fig. 2:**
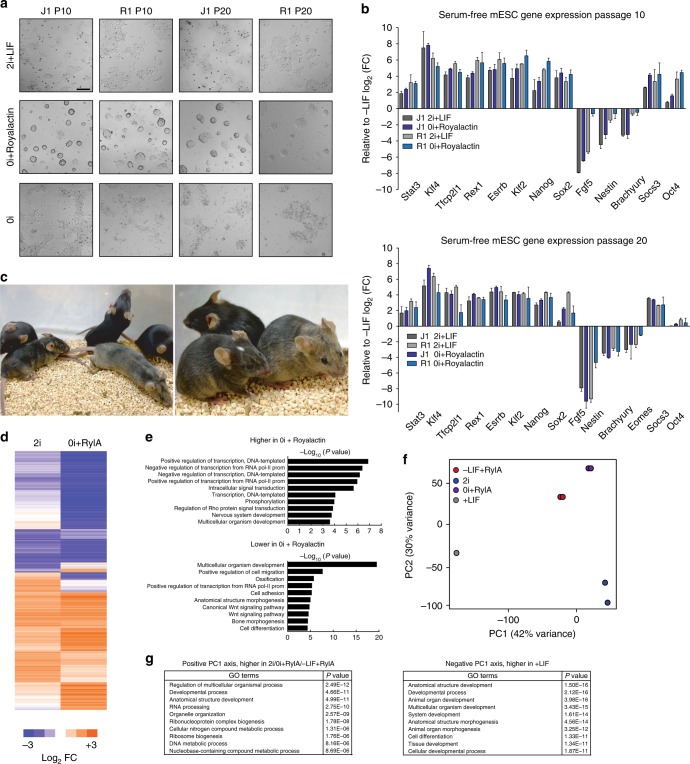
Royalactin drives a ground-state-like pluripotency state in mESCs. **a** Representative images of J1 and R1 mESCs cultured in serum-free media in the presence (2i + LIF) or absence (0i) of MAPKKi, GSK3i, and LIF for 10 and 20 passages. mESCs rapidly differentiated in 0i, whereas cells cultured with Royalactin (0i + Royalactin) supported self-renewal with negligible differentiation. Scale bar, 200 μm. **b** Quantitative expression of pluripotency and differentiation-associated genes from **a**. Data are means ± SD (*n* = 2). **c** Chimeras with germline transmission formed by CGR 8.8 mESCs treated for ten passages with 0i + Royalactin. **d** RNA-seq log_2_ fold change values in transcript level of all genes in 2i or 0i + Royalactin (0i + RylA) J1 mESCs (passage 10) relative to 0i. **e** GO term analysis of the differentially expressed genes from **d**. **f** J1 mESCs cultured in serum/+LIF, serum/−LIF + Royalactin, 2i + LIF, and 0i + Royalactin for ten passages are projected onto the first two principal components. All genes with mean normalized read counts larger than 10 were considered for principal component analysis (PCA). **g** Distribution of genes contributing to principal component 1 (PC1) in **f**, and GO enrichment analysis of genes most strongly contributing to PC1 separation. RylA Royalactin

RNA-seq and GO-term analyses further demonstrated marked similarities in enriched genes between 2i + LIF and 0i + Royalactin cells (Fig. 2d, e), and global expression profiles from 2i + LIF, 0i + Royalactin, serum/+LIF, serum/–LIF + Royalactin, and serum/–LIF cells demonstrated a clear clustering by principal component analysis of 0i + Royalactin cells nearer those cultured in 2i + LIF than those cultured in serum/+LIF (Fig. 2f). GO term enrichment analysis found that genes involved in basic metabolism, transcription, and development were responsible for this separation (Fig. 2g). These data suggest that Royalactin treatment is accompanied by a profound metabolic reprogramming resembling the 2i + LIF state, mimicking the environment of the mature mouse ICM.

### Identification of Royalactin mammalian analog

We next wondered whether a homolog of Royalactin existed in mammals. Sensitive searches of sequence databases using iterative PSI-BLAST^23^, as well as aiming HHPRED sequence and structural profiles against the human and mouse proteomes^24^ did not reveal any Royalactin orthologs. However, the latter computational tool revealed that Royalactin is distantly related to an existing structure in the PDB database^25^, a secreted salivary gland protein (SGP) from the sand fly, *L. longipalpis* (PDB ID: 3Q6K)^26^. We then used this structure––a six-bladed β-propeller fold with no additional domains—as an accurate template for MODELLER^27^, yielding a high confidence model for the Royalactin fold (Fig. 3a). The resulting superposition of Royalactin and SGP sequences was then used to seed new and more precise HHPRED scans of the human proteome, in search of a possible structural and functional analog of the Royalactin/SGP β-propeller fold. Fitting the description of a secreted, single domain chain, with a predicted 6-bladed β-propeller architecture, only one protein, the provisionally named NHL Repeat Containing 3 (NHLRC3), arose as a potential candidate, with striking fold similarity to the Royalactin model (Fig. 3a). Although no known function of NHLRC3 has been identified to date, single-cell RNA-seq analyses of early mouse embryos revealed that it is expressed starting in E4.5 embryos, and that its expression increases steadily thereafter (Supplementary Figure 3a). To elucidate whether it served a functional purpose in stemness maintenance in mESCs similar to that observed with Royalactin, recombinant mouse NHLRC3 was added to mESC culture in the presence of serum/–LIF (serum/–LIF + NHLRC3) as well as 0i (0i + NHLRC3). As seen with Royalactin, NHLRC3 maintained mESCs in an undifferentiated state in both culture conditions for multiple passages (Fig. 3b, c, Supplementary Figure 3b, c), with expected changes in gene expression (Fig. 3d, e). Additionally, injection of 0i + NHLRC3 cultured cells into mouse blastocysts generated chimeric animals with germline transmission, highlighting the robust effects of this protein in vivo (Supplementary Figure 4, Supplementary Table 1). Thus, NHLRC3 appears to be a mammalian pluripotency maintenance factor, whose existence demonstrates a remarkable conservation of macromolecular structure and function. We renamed *NHLRC3* as *Regina* due to its conservation of functions with those of Royalactin and the queenmaker Royal Jelly.

**Fig. 3:**
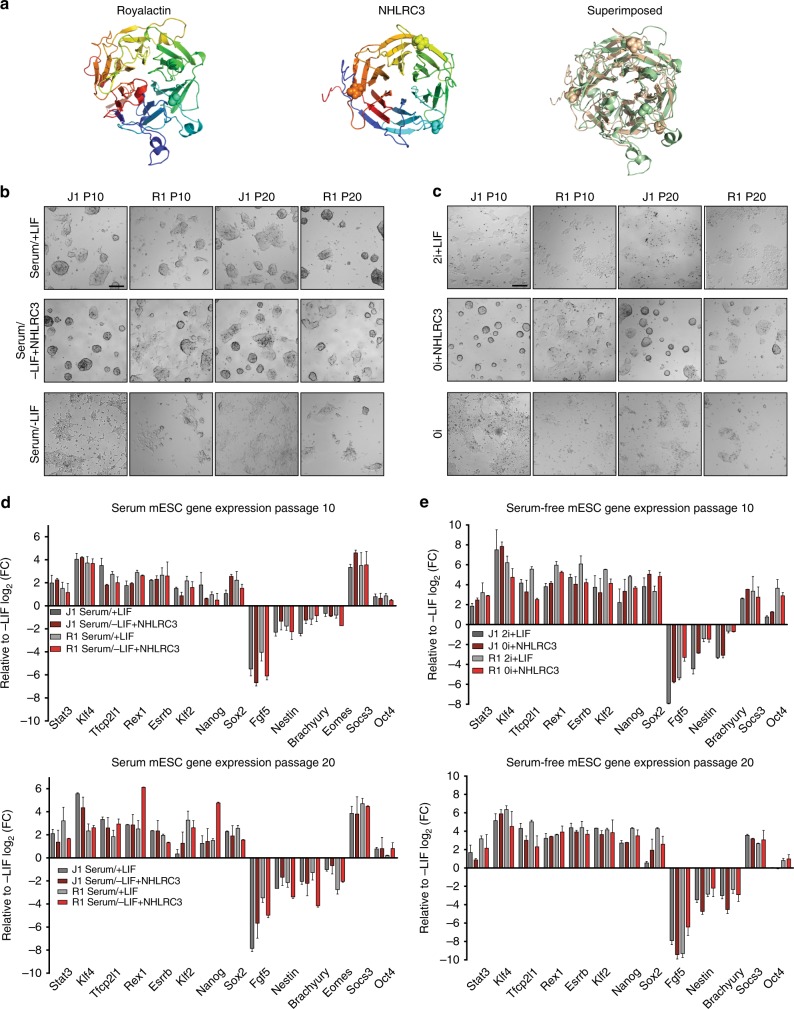
The mammalian structural analog of Royalactin maintains naive and ground-state pluripotency in mouse embryonic stem cells. **a** Computational modeling predicts the structure of Royalactin (left), allowing for identification of a highly structurally analogous protein, NHLRC3 (center). Superimposition of these models (right) demonstrates striking similarity between them. **b** Representative images of J1 and R1 mESCs cultured in serum/+LIF, serum/–LIF, or serum/−LIF + NHLRC3 for 10 and 20 passages. After LIF withdrawal, mESCs rapidly differentiated, whereas cells cultured with NHLRC3 supported self-renewal with negligible differentiation. Scale bar, 200 μm. **c** Representative images of J1 and R1 mESCs cultured in serum-free media in presence (2i + LIF) or absence (0i) of MAPKKi, GSK3i, and LIF for 10 and 20 passages. mESCs rapidly differentiated in 0i, whereas cells cultured with NHLRC3 (0i + NHLRC3) supported self-renewal with negligible differentiation. Scale bar, 200 μm. **d** Quantitative expression of pluripotency and differentiation-associated genes from **b**. Data are means ± SD (*n* = 2). **e** Quantitative expression of pluripotency and differentiation-associated genes from **c**. Data are means ± SD (*n* = 2)

In summary, our results demonstrate an unexpected capacity for Royalactin as a pluripotency factor that confers self-renewal and promotes emergence of the naive pluripotent gene regulatory network, and identify Regina as a factor that can promote ground-state pluripotency in mESCs. A better understanding of the interaction of Royalactin and Regina with genetic pathways and biochemical processes conserved in evolution, and how the different pluripotency networks function independently or synergistically to maintain stem cell self-renewal, will advance our efforts to better control stem cell fate, and provide a platform for dissection of the pluripotent state. Our findings and the discovery of Regina thus support the intriguing idea that profound molecular conservation underlies even the most evolutionarily novel traits. Future work in dissecting the mechanistic action of Royalactin in mammalian cells, including further characterization of its mammalian structural analog Regina, will shed new light on mammalian pluripotency and provide additional means to enhance optimal maintenance and derivation of ESCs for therapeutic application and regenerative medicine.

## Methods

### Embryonic stem cell culture

J1 and R1 mESCs (gift from Howard Y. Chang) were grown on 0.2% gelatin-coated (Sigma G6144) tissue culture plates. Cells were maintained for a minimum of ten passages in mESC serum medium containing KnockOut™ D-MEM (Life Technologies 10829), 15% HyClone™ fetal bovine serum (FBS; Thermo Scientific™ SH30396.03), 100 U/ml Penicillin-Streptomycin (P/S; Life Technologies 15140), 1% MEM non-essential amino acids (Life Technologies 11140), 1% GlutaMAX™ (Life Technologies 35050), and 0.1 mM 2-mercaptoethanol (Life Technologies 21985). Mouse leukemia inhibitory factor (LIF; Millipore ESG1107; 1000 U/mL), purified Royalactin (0.5 mg/mL), or purified NHLRC3 (0.125 mg/mL) were added to culture as indicated. Cells were passaged every 2 to 3 days using Trypsin-EDTA (0.25%; Life Technologies 25200) and seeded at 15,000 cells/cm^2^. Media and protein were changed daily.

For cultures under 2i conditions, J1, R1, and Rex1-GFP mESCs were grown on Poly-L-ornithine (Sigma-Aldrich)/Laminin (Fisher Scientific 23017–015) coated plates and CGR8.8 mESCs were grown on Matrigel (Corning 354277) plates coated according to manufacturer’s specifications. All cells were maintained a minimum of ten passages in serum-free media containing: 1:1 Neurobasal:DMEM-F12 base (Thermo Scientific 21103049), 1% Glutamax, 1% high insulin N2 (Thermo Scientific 17502001), 1% B27 supplement (Thermo Scientific 12587001), 0.1 mM 2-mercaptoethanol, 1% Penicillin-Streptomycin, 1% MEM non-essential amino acids, 1% sodium pyruvate (Thermo Scientific 11360070). Mouse leukemia inhibitory factor (LIF; Millipore ESG1107; 1000 U/mL), 1 μM PD0325901 (Selleckchem), 3 μM CHIR99021 (Selleckchem), purified Royalactin (0.5 mg/mL), or purified NHLRC3 (0.125 mg/mL) were added to cultures as indicated. Cells were passaged every 2 to 3 days using Accutase (Stemcell Technologies 07920) and seeded at 15,000 cells/cm^2^. Media and protein were changed daily.

### Production of recombinant Royalactin and NHLRC3

FLAG-MRJP1-His (Genbank ID# NM_001011579.1) was cloned into LakePharma’s proprietary antibiotic selection vector and transfected by electroporation into suspension CHO parental cells. The FLAG-MRJP1-His stable cell line was generated after 2 weeks of antibiotic selection period. Purification of FLAG-MRJP1-His was achieved by a two-step chromatography method. Conditioned media was centrifuged, filtered, and loaded onto an anion exchange chromatography (AEX) resin pre-equilibrated with 20 mM Tris pH 7.5. FLAG-MRJP1-His was eluted by increasing sodium chloride concentration and fractions containing the protein were pooled together. This sample was further polished by a second immobilized metal (Ni) affinity chromatography (IMAC) step using increasing concentrations of imidazole for elution. SDS-PAGE was performed for each fraction and the ones containing FLAG-MRJP1-His were pooled together for dialysis. The final formulation for FLAG-MRJP1-His was 200 mM NaCl in 30 mM HEPES pH 7.0.

For production of supernatants containing recombinant NHLRC3, suspension CHO cells were seeded at 350,000 cells/mL into 90% CD OptiCHO Medium (Thermo Scientific 12681011) containing 6mM L-glutamine (Thermo Scientific 25030–081) and 10% CHO CD EfficientFeed (Thermo Scientific A1023401). CHO cells were grown at 37 °C for 5 days, shaking constantly. The cell suspension was centrifuged at 10,000 × *g* for 40 min and the supernatant run through a 0.22 μm filter. Presence of concentrated NHLRC3 was verified by western blot. The filtered supernatant was concentrated 35-fold and used directly in cell culture assays.

### RNA extraction and quantitative PCR

Total RNA was isolated using TRIzol^®^ (Life Technologies) and RNeasy Kit (QIAGEN) according to the manufacturer’s protocol. cDNA was made with Superscript VILO (Life Technologies). All primers (Supplementary Table 2) were tested for efficiency and single products confirmed. qPCR analyses were performed on the Light Cycler 480II (Roche).

### Lentiviral expression and viral production

pLKO vectors were a gift of Alejandro Sweet-Cordero. N103 vector was a gift of Howard Y. Chang. Sequence verified constructs were used to produce lentivirus using pRSV (Addgene plasmid #12253), pMD2.G (Addgene plasmid #12259), and pMDLg/pRRE (Addgene plasmid #12251). 293Ts were maintained in G418 (Sigma-Aldrich G8168). Plasmids were transfected using Lipofectamine 2000 following manufacturer’s protocol (Thermo-Fisher Scientific 11668). After 12 h, media was changed to viral production media (DMEM, 10% FBS, 1% P/S, 20 mM HEPES). After 48 h, media was collected, spun to remove cell debris, and lentiviral-containing supernatant was added to Lenti-X™ Concentrator (CloneTech). Following incubation at 4 ˚C for >4 h, the mixture was spun at 500 × *g* for 45 min, the pellet resuspended in mESC media, and frozen at −80 ˚C.

### Lentiviral transduction of mESCs

mESCs were plated at a density of 30,000/cm^2^. After 12 h, virus was added with 6 µg/mL polybrene. Media was changed 12 h later and puromycin selection began 48 h post-transduction.

### Cell culture for teratoma formation assay

J1 mESCs were cultured in serum-free media (as described above) with addition of 1000 U/mL mouse LIF, 1 µM PD0325901, and 3 µM CHIR99021, or 0.5 mg/mL Royalactin for three passages. Cells were grown in suspension on Corning Costar Ultra-Low attachment plates (Sigma-Aldrich). Wells were seeded in duplicate at a cell density of 100,000/well, and media and protein were changed daily. To split, colonies were first pelleted by centrifugation at 1500 × *g*, suspended in TrypLE (Life Technologies), incubated at 37 **°**C for 5 min, diluted with PBS (Life Technologies) and pelleted. Cells were counted and re-seeded at a density of 100,000/mL.

### Teratoma generation and histopathology

All animal studies were conducted in accordance with Stanford University animal use guidelines and were approved by the Administrative Panel on Laboratory Animal Care (APLAC). J1 mESCs were mixed with Matrigel (BD 356237) prior to being subcutaneously injected into 8-week-old female SCID/Beige mice (Charles River) on each flank. Four weeks after injection, the mice were euthanized and the teratomas were harvested. All animal studies were approved by Stanford University IACUC guidelines. For histological analysis, slides were stained with hematoxylin and eosin (H&E) following manufacturer’s instructions. Analyses were performed by a board-certified veterinary pathologist.

### Chimera experiments

CGR 8.8 mESCs were grown in serum-free media (as described above) with addition of 1000 U/mL mouse LIF, 1 µM PD0325901, and 3 µM CHIR99021 (2i + LIF), 0i + Royalactin, or 0i + NHLRC3 (as noted) for ten passages. Media was changed daily. Cells were passaged using Accutase (Stemcell Technologies 07920) and suspended in M2 media for injection.

### Protein extraction and western blot analysis

Cellular extracts were prepared using lysis buffer containing 50 mM Tris HCL (pH 7.5), 250 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 1 mM phenylmethylsulfonyl fluoride, Halt™ Protease, and Phosphatase Inhibitor Cocktail (ThermoFisher Scientific). Extracts were run on a 4–12% Bis-Tris gel (Novex) and transferred onto PVDF membranes. Blots were blocked in 5% milk PBS-T (TBS for phospho-specific) for 1 h at room temperature followed by overnight incubation at 4 ˚C with primary antibodies. HRP-conjugated secondary antibodies were used at 1:10,000. Antibodies used in this study include Nanog (ReproCELL, RCAB001P, 1:1000), Klf2 (Millipore, 09–280, 1:1000), Esrrb (Perseus Proteomics, PP-H6705–00, 1:500), Stat3 (Cell Signaling, 124H6, 1:1000), pStat3 Y705 (Cell Signaling, D3A7, 1:1000), Sox2 (Santa Cruz, sc-17320, 1:250), Tfcp2l1 (R&D, AF5726, 1:250), NHLRC3 (OriGene, TA336106, 1:500), anti-HA (Cell Signaling, C29F4, 1:1000), and Actin-HRP (Santa Cruz, sc-1616, 1:2500). Uncropped scans of the most important blots are included in Supplementary Figure 5.

### RNA-seq library construction

RNA was extracted using TRIzol and purified on column with the RNeasy Mini Kit (Qiagen). Ribosomal RNA was depleted with the Ribo-Zero Gold rRNA Removal Kit (Illumina). RNA was lyophilized, suspended in 10 μL of water and fragmented to an average size of 200 base pairs using the Ambion RNA Fragmentation Kit (AM8740), and purified using Zymo clean and concentrator 5 columns. 3′ Phosphorylation, adapter ligation, reverse transcription, immunoprecipitation, circularization, amplification, and PAGE separation were performed using the FAST-iCLIP library construction method as previously described^28^. The quality of the libraries, including size distribution and molarity, was assessed on a BioAnalyzer High Sensitivity DNA chip (Agilent). The libraries were then multiplexed and sent for sequencing on an Illumina NextSeq 400 High Output machine for 1 × 75 cycles. Sequencing data deposited under GEO GSE81799.

### ATAC-seq

ATAC-seq was performed on 50,000 J1 mESCs^20^. Cells were grown in serum mESC media (as described above) in serum/+LIF, serum/–LIF, or serum/–LIF + Royalactin for ten passages. Cells were washed with PBS (Life Technologies), trypsinized with Trypsin-EDTA (0.25%), quenched with serum mESC media, washed with PBS, before nuclear isolation with NP-40. Nuclei were resuspended in a transposase reaction mix containing 25µL 2× TD buffer, 2.5 µL Transposase (Illumina) and 22.5 µL of nuclease free water with sequencing adapters. Final libraries were purified on column using the QIAquick PCR Purification Kit (Qiagen) per the manufacturer’s protocol as well as with Agencourt AMPure XP beads (Beckman Coulter) to remove any remaining free adapters. The quality of the libraries, including size distribution and molarity, was assessed on a BioAnalyzer High Sensitivity DNA chip. Libraries were then multiplexed and sent for deep sequencing on the Illumina HiSeq 2500 machine for 2 × 50 cycles. Sequencing data deposited under GEO GSE81799.

### RNA-seq data analysis

Reads were aligned to the mouse reference genome (build mm9) using Tophat. A maximum of a default 2 mismatches was allowed for read alignment. Gene counts were calculated using the HTSeq-count utility^29^ and used as an input for differential gene expression analysis with DESeq version 1.20.0^30^. 

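With an unadjusted limma p-value under 0.05 and a fold change of at least 2, 927 of the tested genes were selected in serum/-LIF + Royalactin against serum/-LIF, of which 458 were higher and 469 lower. With the replicate number as a block, 1033 genes were selected, 904 of them shared with the 927. At a fold change of at least 1.5 the number was 1214. Of the 927 genes, 174 had a mean normalized count under 50. In 5 simulated data sets without any changed gene, of 12902 to 12943 tested genes each, the same rule selected a mean of 355 genes. The adjusted p-value selected 0. These data sets had the library sizes of the real libraries and a replicate spread set by expression level alone. The spread of the single gene is therefore not covered by them.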

Genes with a *p*-value of 0.05, as well as a fold change of 2 were selected for further analysis. Validation of top differentially regulated genes was performed with quantitative reverse transcription polymerase chain reaction. Further network analysis on differentially significant genes was performed using NetworkAnalyst^31^. For RNA-seq analysis, GO terms were obtained using DAVID and its default parameters.

PCA analysis was performed using samples as indicated. The genes that led to the maximum amount of variance (PC1) were selected and GO terms obtained using the GO Consortium. Samples from different libraries were normalized using shifted log of normalized counts using DESeq. The ‘plotPCA’ function, which is a part of DESeq2, was used to construct the PCA plots.

### ATAC-seq data analysis

Reads were aligned to the mouse reference genome (build mm9) using Bowtie. The ATAC-seq regions were divided into separate analyses: correlation with closest TSS, correlation with 5356 traditional enhancer regions present in the mm9 genome, and correlation with 361 super-enhancer regions discovered for the mm9 genome^28^. The ATAC-seq signals for serum/+LIF, serum/–LIF, and serum/–LIF + Royalactin after ten passages were compared using DESeq, and the results are represented in the heatmaps. The heatmaps for TSS regions, traditional enhancers, super-enhancers, and differential peaks were produced using unsupervised clustering methods, which used the normalized signal values obtained by quantile normalization, to extract transitions between two states: upregulated and downregulated. The differential peaks between serum/–LIF + Royalactin and serum/–LIF were used for correlation with RNA-seq. The peaks were filtered on the basis of a *p*-value threshold of 0.05 as well as fold change. Boxplots were produced using the ‘BOXPLOT’ function in R. *p*-value was calculated using the student’s *t*-test.

GO terms for peaks differentially expressed in serum/–LIF and serum/–LIF + Royalactin was performed using GREAT. The significant GO terms were filtered to only include GO terms associated with pluripotency and GO terms associated with metabolism. For pluripotency related GO terms, biological processes including morphogenesis, development, proliferation, and stem cell processes were analyzed. For metabolic GO terms, biological processes that were related to metabolism and biosynthetic processes were chosen. Motif analysis for the differential peak lists was performed using HOMER with all differential peaks used as background.

### Structural modeling and Royalactin analog identification

As implemented at the MPI Toolkit (http://toolkit.tuebingen.mpg.de), HHPRED enables sensitive searches of sequence and structural databases through the assembly of profile Hidden Markov Models (HMMs) from a seed sequence, with multiple iterations of Hhblits (a more sensitive and faster program than PSI-BLAST) and PSIPRED (a very accurate secondary structure prediction program)^24^. The detection of a six-bladed β-propeller fold for Royalactin from the top salivary gland protein (PDB ID: 3Q6K) HHPRED hit was accompanied by a significant score of 177.4, an *E*-value of 6e^−28^, and a 28% amino acid identity from the structure-guided overlap of the mature, 413 residue honeybee Royalactin, with the 381 amino acid sand fly SGP. This structural alignment was used by MODELLER^27^ to guide a secure template-guided three-dimensional model of Royalactin (with a VERIFY3D score of 119.7)^32^, and also to nucleate a more sensitive search by HHPRED for a structurally analogous protein (to the greater Royalactin/SGP family) in the human and mouse proteomes. This latter screen, filtered by the signal peptide, single domain, and six-bladed β-propeller fold constraints common to Royalactin and SGPs, yielded NHLRC3 (Uniprot IDs: Q5JS37 and Q8CCH2, for the human and mouse orthologs, respectively) as the sole analog candidate. A three-dimensional model of the NHLRC3 β-propeller was then built by MODELLER on the best six-bladed β-propeller template recognized by HHPRED, Peptidyl-alpha-hydroxyglycine alpha-Amidating Lyase (PDB ID: 3FVZ; at a significant score of 125.6, *E* value of 1.7e-18, and amino acid identity of 24%). The comparison and visualization of Royalactin and NHLRC3 structural models were in turn performed by PyMOL (www.pymol.org). We recognize that β-propeller folds in general (irrespective of ‘blade’ number) are consistently used as interaction scaffolds and preferred binding platforms in the cell^33^. The structural models are available upon request.

## Electronic supplementary material

Supplementary Information

## Data Availability

All relevant data are available from the authors. Sequencing data is also deposited under GEO GSE81799.

How the deposited data were processed for this re-analysis (not part of the article)

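RNA-seq of J1 mESCs in serum/-LIF (2 libraries) and in serum/-LIF + Royalactin (2 libraries) was used. The samples were assigned to conditions and replicates from the sample labels, which match the table's column names. The other RNA-seq conditions and the ATAC-seq of the paper were not analysed here.

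The authors aligned reads to mm9 with Tophat with up to 2 mismatches, counted them per gene with HTSeq-count, and deposited a table of DESeq-normalized counts per gene and library, a signal proportional to reads. The strand setting and the annotation used for counting are not stated in the paper's text. Each deposited value is a read count divided by the size factor of its library, and 100% of the 23366 values of each library are whole multiples of one step to within 0.01 of a read. The read numbers given for depth are the values divided by this step. In serum/-LIF + Royalactin replicate 1 the step is 1.01, too near 1 for an automatic test of whole reads to decide. No test on read counts is therefore reported for any library. Between 14737796 and 17597818 reads were counted on genes per library, and 7878527 to 15999458 without Rn45s. The table holds 27 symbols that read as dates. All 4 columns of values were mapped.

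Differences were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance, two-sided, Benjamini-Hochberg adjustment) for genes with a mean normalized count of at least 10. The paper selects genes by a p-value of 0.05 and a fold change of 2 and its text names no adjustment. These limits were applied to the limma p-values without adjustment. Gene sets, 13 in all, were tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over the sets. Each set's median log2 fold change was also placed among 10000 random lists matched on mean expression in 50 bins. The fit with the replicate number as a block takes the pairing from the replicate numbers in the sample labels.

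The genes named are all those the paper names and, among genes with an adjusted p-value under 0.05 whose Royalactin libraries lie on one side of both serum/-LIF libraries, the 5 largest rises and the 5 largest falls. Members of a gene set are named only where the set is described, for the largest change in either direction. The tests, gene sets, rule for naming and alternatives were set before the data were examined, apart from the correction for GC content and gene length and the added gene sets. Some tests of technical explanations were also chosen later, as stated where they are given. The alternatives were other pseudocounts (0.1 and 5), other filters, other scalings, the replicate block, each library left out in turn, limma without the trend, and an inter-gene correlation of 0.05 for the gene sets.

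Gene positions, exon lengths and GC content come from the GENCODE annotation of the same build as the authors' alignment, for 94.3% of symbols and 98.3% of the tested genes, older symbols included. The correction for GC content and length subtracts from each library a lowess curve (span 0.3) of its deviation from the mean of the 4 libraries on each property. Exon tiles of 75 bases were mapped to the genome with minimap2 2.31-r1302 to find near-identical copies. Reads that span exon junctions were not covered by the tiles.

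The steps were tested on simulated data. Counts were drawn for the real genes with the real means and size factors, in 5 simulations of 12923 to 12966 tested genes. In each, 200 genes were changed by known fold changes. The replicate spread was the mean spread of genes of similar expression, so no gene had a spread of its own. This setting favours the fits with the trend, and their share of wrong calls may be higher in the real data. At an adjusted p-value under 0.05, limma with the trend called 51.5% of the changed genes and 70.3% of those changed at least 4-fold, all in the right direction, and 2.88% of its calls were unchanged genes. Without the trend it called 0% of them. With the replicate block 51.5% were called and 3.07% of calls were unchanged genes.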

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

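Both results concern genes that the paper does not discuss. The tests of depth and of shared sequence for Gm7325 were chosen, or had their criterion set, after results bearing on them were seen. The conditions in the design are Royalactin and its absence, so a biological explanation would be the culture state.

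Gm7325 had 0 reads in both serum/-LIF libraries and 184 and 191 normalized counts in the serum/-LIF + Royalactin libraries, at least 46.7-fold higher than the floor of 3 reads. That floor covers counting error only. Of genes with a mean of 10 to 20 reads, 24.4% had 0 reads in a serum/-LIF library, so the true ratio may be smaller. Gm7325 stands out because a gene outside those the paper discusses appears with Royalactin and not in the control libraries. Depth does not account for it, since the share of reads it took with Royalactin would give 195 reads in serum/-LIF replicate 2. That library was the shallower of the serum/-LIF pair with Rn45s included. Without Rn45s replicate 1 was the shallower, with 7878527 reads against 11559820. In replicate 1 a read was worth 1.34 normalized counts, so the 184 and 191 of Gm7325 with Royalactin would still be many reads there. Of its 75-base exon tiles, 0% matched another place in the genome with up to 2 mismatches (the explanation tested was reads shared with other copies of its sequence). The adjusted p-value in limma with Benjamini-Hochberg adjustment was 0.021, and over the alternatives it ranged from 5.32e-05, with the replicate block and the GC and length correction chosen after seeing the data, to 0.164 with a pseudocount of 0.1. It was also above 0.05 without the trend of the variance (0.0555). No other gene of the annotation used here overlaps its exons on either strand. Whether the annotation the authors counted with shaped this value was not tested. One hypothesis is that the gene is on in the undifferentiated state that the paper describes with Royalactin, which may be checked against serum/+LIF libraries, not analysed here.

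Several of the largest falls with Royalactin were genes of the actin cytoskeleton or targets of YAP, such as Tagln and Cyr61. A list of 34 other targets of SRF and YAP among the tested genes had a median log2 fold change of -0.76, with 31 of 34 genes lower (limma camera, Benjamini-Hochberg adjusted p = 8.81e-10 over 7 gene sets added after seeing the data, and 1.06e-10 with the replicate block), so the pattern was not limited to the genes it was noticed in. No single gene of the list passed an adjusted p-value of 0.05. After correction for GC content and gene length, chosen after seeing the data, the median was -0.79. With each of the 4 libraries left out in turn it was at most -0.59, and it was below 0 under every scaling tried, from -0.75 to -0.69. Fibroblast markers, a list of 10 tested genes, fell at least as much, with a median of -1.09 and 9 of 10 lower (adjusted p = 0.0031 by the same test, and 0.00903 with the block). The pattern therefore cannot be told apart from RNA of fibroblast-like cells in the serum/-LIF cultures, whether these arose by differentiation or were carried along. For these cultures the paper's methods give gelatin-coated plates and name no feeder cells. Earlier culture of the line is not described there. A candidate explanation on the biological side is spreading of differentiating cells after LIF withdrawal. No test here separates these.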

How the results depend on the processing

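The number of genes with a limma adjusted p-value under 0.05 (Benjamini-Hochberg), 64 as reported, depended on the settings. It was 32 with a pseudocount of 0.1, 34 over all genes with a value above 0, 99 over genes with a mean of at least 50, and 391 with the replicate number as a block. Without the trend of the variance it was 0, with 1135 genes at an unadjusted p-value under 0.05. In the simulations, with the same number of libraries, that fit called 0% of the changed genes and the fit with the trend 51.5%. The fit without the trend thus had little power there. The simulated spread depended on expression alone, which favours the trend. Whether the 64 calls hold without that assumption therefore stays open. Upper-quartile scaling gave 34 higher and 10 lower genes against 43 and 21. After a correction for GC content and gene length, chosen after seeing the data, it was 274, and 814 with the replicate block as well. The cause of these shifts was not tested. Each fit with at least 64 calls included the same 64 genes, and the smaller sets that were not empty lay within them.

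Requiring an adjusted p-value under 0.05 with the 2-fold rule left 64 of 927 genes. The other alternatives gave from 740 to 1214. The number of genes at least 2-fold different in mean, 2285, was 4743 over all genes with a value above 0, 1064 over genes with a mean of at least 50, and 599 at 4-fold. With each library left out it ranged from 2458 to 3612, highest without serum/-LIF replicate 1, the only one of these 4 with more genes higher (2043) than lower (1569).

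The paper's pluripotency genes, its differentiation genes and the canonical pluripotency set kept their direction and stayed past the threshold under every alternative that has a test. The ectoderm set, not past the threshold as reported, passed it with a pseudocount of 5 (median -0.31), over all genes (-0.35), at a mean of at least 50 (-0.05), with upper-quartile (-0.29) and quantile scaling (-0.36), with the replicate block (-0.35), and with the added GC and length correction (-0.31, with or without the block). The mesoderm set no longer passed over all genes (-0.40) or without the trend (-0.76). Medians near 0 changed sign for Mek/Erk targets (0.05 with upper-quartile scaling) and Wnt targets (-0.14 with a pseudocount of 5 and -0.24 with quantile scaling). The cause was not tested.

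Leaving out a library leaves 1 in its condition, so no p-value or call was made. Medians ranged from 1.53 to 1.95 for the paper's pluripotency genes, from -2.03 to -0.97 for its differentiation genes, from 1.51 to 1.79 for the canonical set, from -0.51 to 0.10 for ectoderm and from -1.50 to -0.13 for mesoderm. Signs also changed for other sets. Without serum/-LIF replicate 2 the median was -0.56 for Wnt targets, -0.21 for glycolysis, 0.15 for oxidative phosphorylation and 0.02 for ribosomal protein genes. Without serum/-LIF + Royalactin replicate 1 it was -0.36 for Wnt targets, 0.07 for oxidative phosphorylation and 0.06 for Mek/Erk targets. Without serum/-LIF + Royalactin replicate 2 it was -0.07 for glycolysis and 0.03 for Mek/Erk targets, and without serum/-LIF replicate 1 it was 0.02 for Mek/Erk targets. Among the named genes, 30 comparisons lost the threshold, 16 of them without the trend, and 13 gained it. No named gene changed sign under an alternative that has a test. With a library left out, Pou5f1 went to -0.02 (without serum/-LIF + Royalactin replicate 2) and Nhlrc3 to 0.26 (without serum/-LIF + Royalactin replicate 1). Factors recomputed by median of ratios almost equal the authors' and could not move the results. Tests with edgeR and DESeq2 had also been set out beforehand and need whole reads. Both were run once in exploration and are left out of the results, so their gene numbers are not given. The reason is that the step of serum/-LIF + Royalactin replicate 1 is too near 1 for an automatic test of whole reads to decide. All values of that library are nevertheless whole multiples of its step.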

Differences from the paper's values

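Fig. 1b gives qPCR of J1 mESCs at passage 10 relative to serum/-LIF, another assay than the RNA-seq values here, and its values were read by eye. Its errors are SDs. All 14 genes of that plot had the same direction in both. Of these, 9 differed by more than the larger of the paper's error and the pooled replicate SD here. This limit combines neither the errors of both assays nor that of the reading by eye. The standard errors of the log2 fold changes here were 0.33 for Nes and 0.56 for Eomes. Small differences may therefore lie within the joint error. The paper's log2 fold change is about 2.6 in Fig. 1b for Tfcp2l1 against 3.10 here, about 1.7 in Fig. 1b for Rex1 against 2.30 for Zfp42, about 1.7 in Fig. 1b for Esrrb against 2.87, about 1.0 in Fig. 1b for Sox2 against 1.52, and about 3.0 in Fig. 1b for Socs3 against 1.41. For Fgf5 it is about -7.3 in Fig. 1b against -2.36 here, and for Brachyury about -3.6 in Fig. 1b against -1.05 for T. None of the alternatives set before the data were examined brought these 7 genes within the error. For Nestin the paper's value is about -2.3 in Fig. 1b against -1.95 for Nes, and without serum/-LIF replicate 2 the value was -2.17, within the error. For Eomes it is about -1.0 in Fig. 1b against -0.41, and without serum/-LIF + Royalactin replicate 1 the value was -0.69, within the error. The other alternatives set before the data were examined left both apart. With a library left out, 3 genes within the error moved outside it. Klf4, about 3.6 in Fig. 1b, was 4.23 without serum/-LIF replicate 1 and 4.28 without serum/-LIF + Royalactin replicate 2. Klf2, about 1.7 in Fig. 1b, was 2.81 and 2.41 without the same libraries. Oct4, about 0.1 in Fig. 1b, was 0.52 for Pou5f1 without serum/-LIF + Royalactin replicate 1. Without serum/-LIF + Royalactin replicate 2 it was -0.02, within the error but of the opposite sign.

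The paper names Stat3 and Nanog among the leading nodes of a network of genes that changed with Royalactin. Their rises did not pass an adjusted p-value of 0.05 in limma (0.107 and 0.219, Benjamini-Hochberg). Both passed with the replicate block (0.00381 and 0.0243), and both had an unadjusted limma p-value under 0.05 and a fold change of at least 2. With the GC and length correction, chosen after seeing the values, the adjusted p-values were 0.0174 and 0.0298, and 0.000215 and 3.2e-05 with the block as well.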

Other observations

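For ribosomal protein genes the tests of GC content and length and of serum/-LIF replicate 2 were chosen after the result was seen, as was the test of the spread at low counts.

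Cytosolic ribosomal protein genes had a median log2 fold change of -0.36 with Royalactin, with 79 of 82 genes lower (limma camera, Benjamini-Hochberg adjusted p = 5.16e-05 over 13 gene sets, and 1.4e-06 with the replicate block). After correction for GC content and gene length the median was -0.26, and the set still passed (adjusted p = 0.000232). Relative to the median of all genes it was at most -0.22 under the other scalings. Relative to the serum/-LIF mean, the medians were -0.38 and 0.38 in the serum/-LIF replicates 1 and 2 and -0.63 and -0.06 in the Royalactin replicates 1 and 2. The conditions thus overlap, while each replicate number is lower with Royalactin. The size of the fall depended on the libraries, since the median was 0.02 without serum/-LIF replicate 2 and -0.06 without serum/-LIF + Royalactin replicate 1. Leaving out a library also breaks the pairing of replicate numbers, so these medians mix the fall with the difference between replicates 1 and 2. Across all genes that pairing was weak, with a Pearson correlation of 0.0851 between deviations of same-numbered replicates. A fall that comes from serum/-LIF replicate 2 alone is therefore not excluded. Oxidative phosphorylation genes had a median of -0.14 (adjusted p = 0.0771) by the same test. The set passed with the replicate block (adjusted p = 0.0487) and over genes with a mean of at least 50 (0.0459), and after the correction its median was -0.02 (adjusted p = 0.966, the highest over the alternatives). Glycolysis genes had a median of 0.10 (adjusted p = 0.657, and 0.625 with the block).

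Targets of LIF and Stat3 rose, with a median log2 fold change of 1.04 and 14 of 17 genes higher (limma camera, Benjamini-Hochberg adjusted p = 1.39e-09, and 2.24e-12 with the replicate block). The set shares members with the pluripotency sets. Primed and formative genes had a median of -0.28 (adjusted p = 0.129, and 0.111 with the block), Mek/Erk targets of -0.02 (0.934 and 0.606) and Wnt targets of 0.07 (0.76 and 0.625), by the same test.

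Another 5 gene sets were looked at after the data were seen. Histone genes had a median of -0.38 (limma camera, Benjamini-Hochberg adjusted p = 2.44e-05, and 1.37e-06 with the replicate block) and genes of the unfolded protein and amino acid stress response one of -0.59 (adjusted p = 0.00408, and 0.00903 with the block). Interferon response (-0.26), 2-cell-like (-1.34) and heat shock genes (-0.04) did not pass (adjusted p = 0.626, 0.243 and 0.626, and 0.645, 0.315 and 0.698 with the block). The medians of the histone genes relative to the serum/-LIF mean were -0.21 and 0.21 in the serum/-LIF libraries and -0.76 and 0.07 in the Royalactin libraries, so the conditions overlap while each replicate number is lower with Royalactin. After correction for GC content and gene length the histone median was -0.18 (adjusted p = 0.0224) and that of the stress response genes -0.57 (adjusted p = 0.00488), by the same test.

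Nhlrc3, whose protein the paper names Regina, had 53.8 ± 11.8 normalized counts in serum/-LIF and 44.1 ± 28.2 in serum/-LIF + Royalactin (SD, n = 2; limma adjusted p = 0.908, Benjamini-Hochberg, and 0.901 with the block), a difference within the replicate spread. Its exons overlap those of Gm16206 on the opposite strand.

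The serum/-LIF replicates were less alike than the Royalactin replicates. Across genes, their difference had a Spearman correlation of -0.333 with GC content and -0.233 with length. For the Royalactin pair these were 0.179 and -0.304, so the dependence on length was not weaker in the pair that was more alike. After correction for both, the Pearson correlation of the serum/-LIF pair rose from 0.876 to 0.889 and that of the Royalactin pair from 0.930 to 0.933. The gap narrowed, so GC content and length account for part of it at most. Rn45s took a larger share of reads in replicate 1 than in replicate 2 of both conditions.

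Between replicates, genes with a mean of 10 to 20 reads had a variance 11.5 times the mean, and 24.4% of them had 0 reads in one serum/-LIF library. From means of 5 to 10 up to 40 to 80 reads this ratio rose by a factor of 1.46. At means of 80 to 160, 160 to 320 and 320 to 640 reads it was 17.7, 23.1 and 33.2, a rise with the mean, as a spread from differences between cultures gives. Reads that are copies of fewer RNA molecules may add to the spread at the low end. Other sources of noise at low counts were not tested.

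Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many genes with an adjusted p-value under 0.05 in limma, the real one (64). The split that also parts both same-numbered pairs gave 0 genes, with 133 at an unadjusted p-value under 0.05, and the split by replicate number gave 0, with 567 unadjusted. With 3 splits no share under 0.05 can be reached.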
